A study of Mus musculus with 5 samples. Its data were reported in "Embryonic macrophages orchestrate niche cell homeostasis for the establishment of the definitive hematopoietic stem cell pool" (2025).

How the data were processed

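Bulk RNA sequencing was analysed for 5 libraries of haematopoietic stem cells (HSCs) sorted from bone marrow of mice aged 3 weeks. Each library was made from a small pool of cells by a full-length protocol, in which poly(A) RNA is reverse transcribed from an oligo(dT) primer with template switching, amplified by PCR and tagmented. The number at the end of each library name, read here as the number of cells, was 90, 90 and 80 for the wild-type libraries and 80 and 86 for the RankCre-ki libraries. Groups and replicate numbers were taken from the sample titles and the genotype label, which gave 3 wild-type and 2 RankCre-ki libraries. The library names fall into 2 series. Wild-type replicate 1 and RankCre-ki replicate 2 form name series 1, and wild-type replicates 2 and 3 with RankCre-ki replicate 1 form name series 2. According to the study's methods the libraries were prepared with different tagmentation kits, in sets of the same composition as these series. That each series is a preparation set is an inference from this composition, since the protocol text in the labels is the same for all libraries.

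The deposited values are TPM per gene, the share of a gene in the length-corrected transcripts of its library, and the authors provided them in a table of 55427 rows. The TPM unit was checked on the table: each library summed to 1000000. For their own test the authors aligned reads with gsnap to mouse build mm10 and counted uniquely mapped fragments with featureCounts, then used DESeq2 with independent hypothesis weighting. The software that produced the TPM is not stated. Positive values down to 1.13e-10 TPM occurred, and values between 0 and 1e-06 TPM were found in all 5 libraries (179 values). Such values cannot come from whole fragments, so the TPM were produced by a method that shares fragments among transcripts by estimation. Paralogs, pseudogenes and overlapping genes can exchange signal under such a method, and it is not stated whether strand was used. TPM holds no record of sequencing depth, so no counting error and no confidence interval can be attached to a gene, and the precision of a value is known only from the spread between libraries. Because TPM is a share of a fixed total, a rise of some genes lowers all others.

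The 92 spike-in rows were at 0 in all libraries and were removed, which left 55335 genes, of which 24393 were at 0 in all 5 libraries. Of these gene identifiers, 55154 (99.7%) were found in the GENCODE M21 annotation of build GRCm38, which is the build called mm10. That annotation gave positions, gene types and exon numbers. It is an older annotation than the Ensembl release named in the study's methods.

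Values were transformed to log2(TPM + 1). A fold change is therefore on the log2(TPM + 1) scale, which understates the change of low genes. Genes with at least 1 TPM in at least 2 libraries were tested, which kept 13981 genes. The groups were compared with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a mean-variance trend (two-sided moderated test), all 5 libraries and no covariate, as the study's methods compare the groups without a stated covariate. Adjustment was by Benjamini-Hochberg over the tested genes. The threshold was that of the study, an adjusted p of at most 0.1 and an absolute log2 fold change above 2. A count model was not fitted, because TPM are not counts. Below, p is the unadjusted limma p unless it is called adjusted.

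Gene lists were tested with limma's camera, with the inter-gene correlation preset at 0.01, and called at an adjusted p of at most 0.05 over the 13 lists. A list needed at least 5 tested genes. The lists were written from general knowledge before the data were examined and cover HSC identity, lineage cells excluded by the sort, macrophages and osteoclasts, mesenchymal stromal cells and osteoblasts, endothelial cells, S phase, G2 and M phase, bone mineralization, collagen metabolism, niche retention and homing, the cadherin superfamily, collagen chains, and Wnt ligands and receptors. In the collagen metabolism list, P3h1 had also been seen in a supplementary table of the study.

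The genes named in the text were fixed by a rule before the data were examined, as were the tests, the thresholds and most alternative settings. The rule lists 16 genes: the genes of the engineered alleles (Tnfrsf11a and Csf1r), the genes of the sort or of niche retention (Cxcr4, Kit, Ly6a, Slamf1 and Cd48), stem cell genes (Procr, Mecom and Hlf), a proliferation gene (Mki67) and sex-specific genes (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty). To these it adds, where no gene passes the threshold, the 3 genes in each direction with the smallest p among those whose RankCre-ki libraries all lie beyond all wild-type libraries. Genes named outside this rule are marked as chosen after their values were seen.

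The limma and camera code was tested on simulated data with the means of the 13981 tested genes. The SDs were drawn from the distribution fitted to their residual spread. Values were independent between genes and held no difference between the name series, and changed genes were taken from those above a set mean level. With no gene changed, 0 genes passed the threshold. With 200 genes changed by a log2 fold change of 4, 47 (23.5%) were recovered and 2 unchanged genes were called. With a log2 fold change of 6, 131 of the 200 (65.5%) were recovered and 23 unchanged genes were called. The shifted list was found when 1 of the 13 lists was shifted, and 0 other lists were called. Calls can thus be made with 3 against 2 libraries in such data, which does not give the sensitivity for the real libraries. An exact two-sided rank test of a measure per library cannot give a p below 0.2 with these group sizes, so library measures are given as values without a test.

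The alternatives were pseudocounts of 0.1 and 5, no filter, a filter of 5 TPM in 2 libraries, a filter on a mean of 1 TPM, median-ratio scaling, quantile normalization, the name series as a block, the replicate number as a block, array weights, eBayes without the trend, and each library left out in turn. Filters were applied to the TPM as deposited. For lists, camera with an estimated correlation and fry were added, and for the other measures other limits of detection and of gene level. A fit on nuclear protein-coding genes with at least 2 exons, rescaled to 1000000, was chosen after seeing the data.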

Results

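Transcript levels of sorted bone marrow HSCs were measured in 3 wild-type libraries and 2 libraries labelled RankCre-ki, from mice at 3 weeks of age. HSCs were sorted as cells without lineage markers that carry Kit, Sca-1 and CD150 but not CD48. RankCre-ki mice carry Cre in the Rank gene (Tnfrsf11a) and, for Csf1r, a null allele with a floxed allele. According to the study, this Cre is active in macrophages of embryonic origin and not in other blood cells, so that the animals lack these macrophages and osteoclasts. The comparison asks how HSCs differ molecularly when they develop without these cells. Sequencing depth is not known from TPM, and the composition of each library is given in its place.

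The libraries differed in how many genes they detected. At least 1 TPM was found for 10792, 9021 and 11084 genes in wild-type replicates 1, 2 and 3, and for 12801 and 16386 genes in RankCre-ki replicates 1 and 2. The means were 10299 ± 1116 genes (SD, n = 3) and 14594 ± 2535 genes (SD, n = 2), and both libraries labelled RankCre-ki lay above all wild-type libraries. The 10 highest genes held 18.1%, 27.4% and 20.4% of the TPM in the wild-type libraries and 12.6% and 12.2% in the RankCre-ki libraries. Mitochondrially encoded genes held 14.7%, 21% and 16.7% against 10.7% and 8.21%. The direction of each of these measures was the same within both name series. With 3 against 2 libraries an exact two-sided rank test cannot reach a p below 0.2, and no test of these values was run. Among the alternatives, detection at any value above 0 TPM moved the gene numbers most, to 26267 in RankCre-ki replicate 2.

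Correlations between libraries were compared by name series and by genotype. Across the 13981 tested genes, which are not independent replicates, the correlation of log2(TPM + 1) averaged 0.782 ± 0.0676 (SD) over the 3 pairs of libraries from the same series and different genotypes. Over the 3 pairs of the same genotype and different series it averaged 0.667 ± 0.0888 (SD). The highest value was 0.845, between wild-type replicate 3 and RankCre-ki replicate 1, and the lowest was 0.610, between wild-type replicates 1 and 3. The difference between the averages rests on name series 2. The only pair of series 1, wild-type replicate 1 with RankCre-ki replicate 2, correlated at 0.711, below the 0.769 of the RankCre-ki libraries with each other and the 0.715 of wild-type replicate 3 with RankCre-ki replicate 2. With a pseudocount of 0.1 the averages were 0.699 and 0.543.

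The genes of the engineered alleles were examined first, since they bear on the labels. Tnfrsf11a (ENSMUSG00000026321, chromosome 1, 105780718 to 105847981, GRCm38) was at 2.08, 0.360 and 0.0806 TPM in wild-type replicates 1 to 3 and at 0.0811 and 1.47 TPM in RankCre-ki replicates 1 and 2, with a log2 fold change of -0.02 ± 0.72 (SE). Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) was at 2.39, 0 and 0.234 TPM in the wild-type libraries and at 17.5 and 6.46 TPM in the libraries labelled RankCre-ki. Its log2 fold change was 2.87 ± 1.21 (SE) with a limma p of 0.0451 and an adjusted p of 0.706, and it was higher in both name series, by 1.14 and 4.06. The level of Csf1r thus ran opposite to the direction that loss of a transcript would give, although the Cre is not described as active in HSCs and TPM per gene does not show which allele a fragment came from. For this reason the groups are named by their labels throughout.

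No gene passed the threshold between the genotypes. Among the 13981 genes tested by limma, 0 had an adjusted p of at most 0.1, and the smallest adjusted p was 0.521. At an unadjusted p under 0.05 there were 960 genes, of which 886 were higher and 74 lower in the libraries labelled RankCre-ki, where 699 genes would be reached by chance alone. The number past the threshold changed under 1 of the alternatives only, the replicate block, where 1 gene was called. The number at an unadjusted p under 0.05 was 1562 without wild-type replicate 3 and 1528 without wild-type replicate 1, and fell to 511 when genes needed 5 TPM in 2 libraries. With the name series as a block, 0 genes passed the threshold, 1409 had an unadjusted p under 0.05 and the smallest adjusted p was 0.156.

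Most tested genes were higher in the libraries labelled RankCre-ki. The log2 fold change was above 0 for 10105 genes (72.3%) and its median was 0.52. Within name series 1 the median change was 0.53 and within series 2 it was 0.40. This shift depended on scaling. The median was 0.16 after median-ratio scaling and -0.09 after quantile normalization. Among genes with an unadjusted p under 0.05 the share that was higher was 65.9% after median-ratio scaling and 69.0% after quantile normalization, against 92.3% with TPM as deposited. For 2633 genes (18.8%) both RankCre-ki libraries lay above all wild-type libraries and for 519 genes (3.71%) both lay below, where chance gives 10% in each direction. The changes of single genes below are to be read against the median of 0.52.

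Genes of the sort and of stem cell identity were compared next. Kit was at 76.6 ± 48.7 TPM (SD, n = 3) in wild-type and 113 ± 45.3 TPM (SD, n = 2) in RankCre-ki libraries. Slamf1, which encodes CD150, was at 26.4 ± 13.6 TPM and 29.5 ± 2.66 TPM. Ly6a, which encodes Sca-1, was at 139 ± 59.1 TPM and 101 ± 75.9 TPM. Mecom was at 65.9 ± 58 TPM and 56.4 ± 55.4 TPM, Hlf at 43.9 ± 35.4 TPM and 38.5 ± 4.25 TPM, and Cxcr4 at 4.74 ± 2.44 TPM and 4.22 ± 2.63 TPM. For each of these 6 genes the means differed by less than the larger of the SDs. Procr (ENSMUSG00000027611, chromosome 2, 155751117 to 155755471) was at 25.7 ± 18.2 TPM (SD, n = 3) and 99.1 ± 5.91 TPM (SD, n = 2). Its log2 fold change was 2.12 ± 0.74 (SE), which is 1.61 above the median of all genes, with a limma p of 0.0208 and an adjusted p of 0.546. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) went the other way, from 19.7, 5.02 and 7.71 TPM in the wild-type libraries to 0.614 and 0.202 TPM, with a log2 fold change of -2.88 ± 1.26 (SE), a limma p of 0.0518 and an adjusted p of 0.733. Mki67 was lower in both name series, by -4.11 and -2.17. The G2 and M phase list had a median change of 1.72 in series 1 and -0.06 in series 2. For the S phase list these medians were 0.75 and 0.39, and for all genes 0.53 and 0.40. In series 1 both lists thus ran opposite to Mki67, and in series 2 both lay below the median of all genes. The study stained Ki67 protein and DNA at the same age and reported more cycling of bone marrow HSCs in these mice. Protein staining and transcript level are different measures. Cd48 (ENSMUSG00000015355, chromosome 1, 171682009 to 171705258), the marker whose absence defines the sort gate, was listed at 0 in all 3 wild-type libraries and at 4.92 and 5.62 TPM in the RankCre-ki libraries, with a limma p of 0.00613 and an adjusted p of 0.521. Adjusted over the list alone, 1 of the 16 genes fixed in advance, Cd48, had an adjusted p of at most 0.1 (0.0981), and over all tested genes the number was 0.

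The sex-specific genes did not follow the sex labels. Wild-type replicate 1 is labelled male and the other 4 libraries are labelled female. Xist (chromosome X, 103460366 to 103483254), transcribed from the inactive X chromosome, was at 5.16, 22.5 and 18.3 TPM in wild-type replicates 2 and 3 and RankCre-ki replicate 1, at 0.0273 TPM in the male wild-type replicate 1, and at 0.0229 TPM in RankCre-ki replicate 2, which is labelled female. The Y-linked gene Eif2s3y (chromosome Y, 1010543 to 1028847) was at 41.6 TPM in wild-type replicate 1 and at 62.5 TPM in RankCre-ki replicate 2, against 0, 0 and 0.288 TPM in the other libraries. Uty was at 29.2 and 25 TPM in the same 2 libraries and at most 0.689 TPM in the others, Kdm5d was at 3.86 and 3.87 TPM, and Ddx3y at 1.47 and 13.4 TPM. RankCre-ki replicate 2 thus had the transcripts of a male library. The 2 libraries with Y-linked transcripts are those of name series 1, so sex as read from the transcripts cannot be told apart from the name series.

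**Figure D1:**
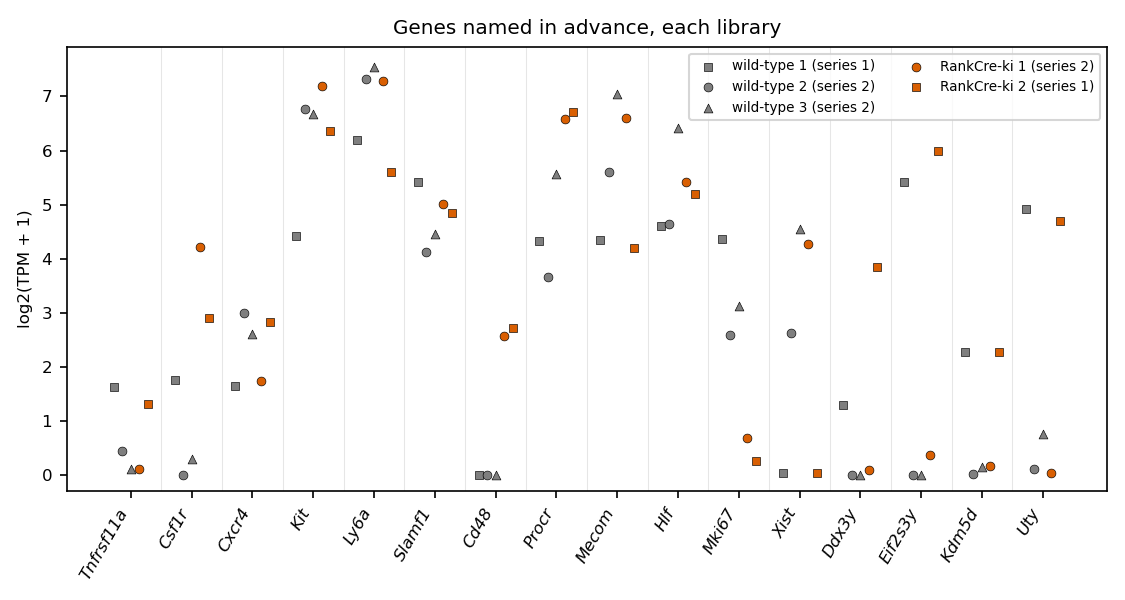
Level of the 16 genes fixed in advance in each library, as log2(TPM + 1) on the vertical axis, with wild-type libraries in grey, RankCre-ki libraries in orange and squares for name series 1. Each point is 1 library. Cd48 is at 0 in the 3 wild-type libraries, and Eif2s3y is high in the squares, at 41.6 and 62.5 TPM.

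The genes with the smallest p values were listed under the rule set in advance, and none of them passed the threshold. In the upward direction these were Gm22956, Gm22860 and Rbm38. Gm22956 (ENSMUSG00000084469, chromosome 5, 138219737 to 138219816), annotated as a small nuclear RNA of 80 nt, was listed at 0 in all wild-type libraries and at 111 and 36.4 TPM in the RankCre-ki libraries (limma p of 0.00140). Gm22860 (ENSMUSG00000092718, chromosome 3, 108567310 to 108567383), annotated as a microRNA gene of 74 nt, was at 4.32 ± 2.26 TPM (SD, n = 3) and 112 ± 60.1 TPM (SD, n = 2), with a log2 fold change of 4.38 ± 0.92 (SE). Rbm38 (ENSMUSG00000027510, chromosome 2, 173020498 to 173034734), a protein-coding gene, was at 34.6 ± 11.8 TPM (SD, n = 3) and 224 ± 65 TPM (SD, n = 2). Its log2 fold change was 2.68 ± 0.57 (SE), with a limma p of 0.00156, and the change was 1.93 in series 1 and 3.21 in series 2. In the downward direction the genes were Gm47551, Mrpl42 and Gm43126. Mrpl42 (ENSMUSG00000062981, chromosome 10, 95480805 to 95501940), a protein-coding gene, was at 977 ± 288 TPM (SD, n = 3) and 329 ± 92.9 TPM (SD, n = 2), with a log2 fold change of -1.55 ± 0.43 (SE) and a limma p of 0.00675. Gm47551 (ENSMUSG00000114458, chromosome 13, 98801172 to 98803736) was at 922 ± 72.8 TPM and 353 ± 106 TPM, with a log2 fold change of -1.42 ± 0.38 (SE) and a limma p of 0.00622. Gm43126 (ENSMUSG00000107379, chromosome 6, 127122966 to 127126155) was at 7.91, 57.8 and 34.7 TPM in the wild-type libraries and listed at 0 in both RankCre-ki libraries (limma p of 0.00765). Gm47551 and Gm43126 are annotated as antisense genes and are uncertain, because it is not stated whether strand was used. The small RNA genes Gm22956 and Gm22860 are shorter than a typical sequenced fragment and are uncertain for that reason. The adjusted p of all 6 genes was 0.521.

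Gene lists were compared because the study described terms of bone mineralization, cell adhesion and collagen metabolism. The study tested over-representation of ontology terms among its up-regulated genes. Here other lists were set against all other tested genes, so its test was not repeated. Many list genes fell below the filter. Tested were 14 of 44 genes for bone mineralization, 20 of 40 for collagen metabolism and 7 of 114 for the cadherin superfamily. For Wnt ligands and receptors 5 of 40 were tested. None of the 13 lists passed the threshold, and 1 list had an unadjusted p under 0.05. This was niche retention and homing (22 genes tested), with a camera p of 0.0375 and an adjusted p of 0.338. Its median log2 fold change was 0.84, which is 0.32 above that of all genes, and 0.18 and 0.68 above it after median-ratio scaling and quantile normalization. Quantile normalization was the only alternative under which a list passed the threshold, and under it this list had an adjusted p of 0.0360. Over all alternatives its adjusted p ran from 0.0360 to 0.678. Bone mineralization (14 genes) had an adjusted p of 0.339 and a median 0.75 above that of all genes, and 0.68 and 0.48 above it after the 2 scalings. Collagen metabolism (20 genes) had an adjusted p of 0.339 and a median 0.57 above that of all genes, which fell to 0.06 after quantile normalization. The cadherin superfamily (7 genes) had an adjusted p of 0.339, and its median lay 0.30 above that of all genes but -0.22 from it after quantile normalization. Wnt ligands and receptors (5 genes), mesenchymal stromal cells and osteoblasts (6 genes), and macrophages and osteoclasts (13 genes) also had an adjusted p of 0.339. Lineage cells excluded by the sort (13 genes) had an adjusted p of 0.338. HSC identity (30 genes) and S phase (42 genes) had an adjusted p of 0.443, collagen chains (5 genes) 0.635, endothelial cells (6 genes) 0.737, and G2 and M phase (49 genes) 0.851. With camera's estimated correlation and with fry, 0 lists passed, and the smallest adjusted p values were 0.678 and 0.102.

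Within the lists, 0 genes passed over all genes tested. Adjusted over the list alone, 11 genes had an adjusted p of at most 0.1, all higher in the libraries labelled RankCre-ki. These genes were singled out after their values were seen. They were Cd48, Klrb1c, S100a8 and Hbb-bt among lineage cells excluded by the sort, Ank, Spp1, Ptn and Slc20a2 in bone mineralization, Pcdhb4 among the cadherins, and Lgr5 and Fzd1 among the Wnt genes. Hbb-bt was at 36.2, 124 and 109 TPM in the wild-type and at 251 and 632 TPM in the RankCre-ki libraries. Ank was at 1.65, 0.0193 and 0.0981 TPM against 19.1 and 17.5 TPM. The other 9 were at most 0.355 TPM in all wild-type libraries and between 1.12 and 12.9 TPM in the RankCre-ki libraries.

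The change was compared between the name series, which share no library. Across the 13981 tested genes, which are not independent replicates, the change from wild-type replicate 1 to RankCre-ki replicate 2 correlated with the change from the mean of wild-type replicates 2 and 3 to RankCre-ki replicate 1 at r = 0.129. The change in series 1 correlated at r = -0.0660 with the difference between wild-type replicates 2 and 3, which holds no genotype difference. The sign was shared by 57.3% of genes, where 53.3% follows from the shares of rising and falling genes in each series. Among the 100 genes that rose most in series 2, 69.0% rose in series 1, against 64.4% of all genes. Among the 100 genes that fell most in series 2, 27.0% fell in series 1, against 34.1% of all genes. For the 2556 genes with a mean of at least 50 TPM r was 0.212, the alternative that moved it most upward, against -0.0972 for the comparison without a genotype difference. Without wild-type replicate 2 it was 0.0782.

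**Figure D2:**
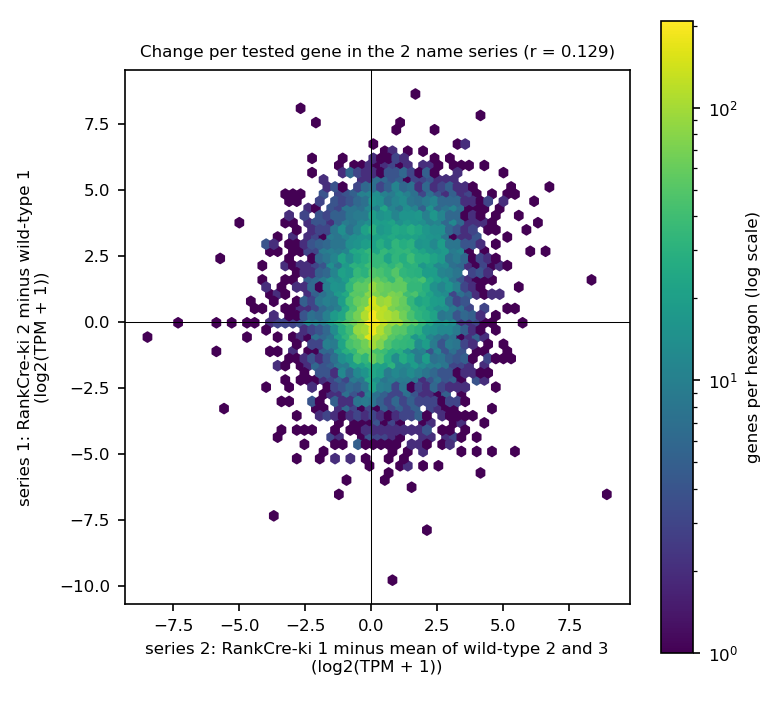
Change per tested gene in name series 1 (vertical axis) against that in name series 2 (horizontal axis), both as differences of log2(TPM + 1), with colour for the number of genes per hexagon on a log scale. The points form a broad cloud around 0 with r = 0.129, and its centre lies above 0 on both axes, with medians of 0.53 and 0.40.

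Genes detected in all libraries of a group and listed at 0 in the other were counted. At least 1 TPM in both RankCre-ki libraries and 0 in all 3 wild-type libraries was found for 239 genes, and the opposite for 5 genes, which were Ldlrad4, Card9, Mtmr11, Gm13032 and Gm43126 (the first 4 named after their values were seen). The count was set against the 9 other ways to take 2 of the 5 libraries. The pair of name series 1 gave 288 genes and the other 8 pairs from 6 to 90, so that 2 of the 10 ways gave at least 239. For genes on in the other 3 libraries and at 0 in the pair, 9 of the 10 ways gave at least 5. The count of 239 depended on the limits used. It fell to 53 when genes needed 5 TPM, and rose to 521 when any value below 0.5 TPM was taken as off.

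**Figure D3:**
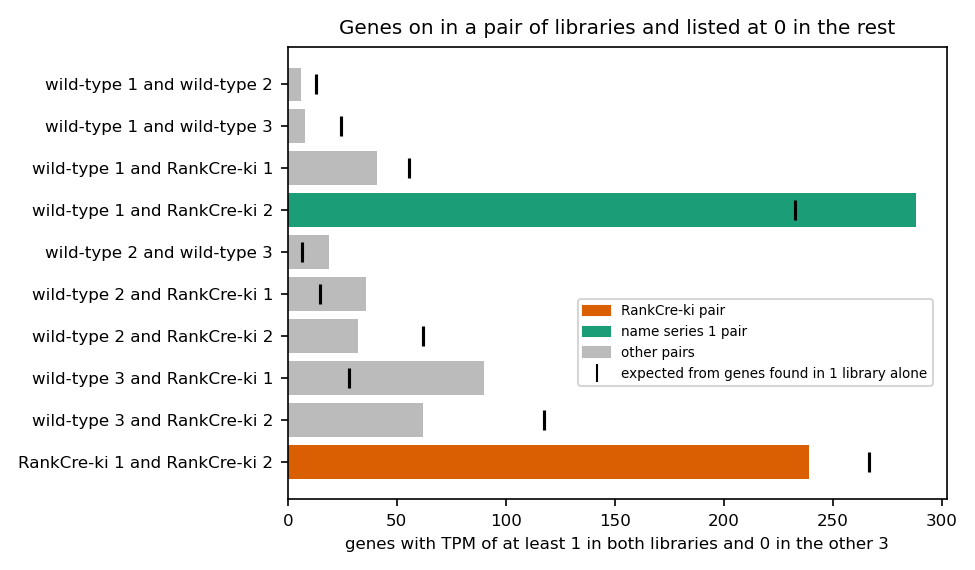
Number of genes with at least 1 TPM in both libraries of a pair and 0 in the other 3 (horizontal axis), for each of the 10 pairs of libraries (vertical axis). The RankCre-ki pair has 239 genes and the name series 1 pair 288, and black ticks mark the number expected from the genes found in 1 library alone with no account of the name series, 267 and 233 for these pairs.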

Values the study reported

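The study reported 515 higher and 46 lower genes past its threshold in HSCs of Rank-cre Csf1r-deficient mice, compared with controls.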

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

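The fit on rescaled nuclear protein-coding genes was chosen after seeing the data. All other settings were planned. Leaving out a RankCre-ki library leaves 1 library in that group, so no test was run there and only fold changes are given. Camera with an estimated correlation and fry apply to lists only.

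The number of genes past the threshold was 0 under every alternative except the replicate block, including the limit of 0.05 on the adjusted p, the fit without a limit on the fold change and the 3 fits that each left out 1 wild-type library. The replicate numbers share only a number: the deviations of the libraries numbered 1 correlated at -0.380 across genes and those numbered 2 at -0.195. With the replicate block, which leaves 1 residual degree of freedom, 1 gene was past the threshold, 565 had an unadjusted p under 0.05 and the median log2 fold change was 0.65. The gene was Gm28437, named after its values were seen, at 9.36, 5.71e-05 and 2274 TPM in the wild-type and 1919 and 306 TPM in the RankCre-ki libraries. Under that block S phase and G2 and M phase turned upward relative to the other genes (adjusted p of 0.549 and 0.712), and Mecom, Xist and Uty changed sign, to 0.42, 0.82 and -0.15. Wild-type replicate 3 has no partner in the block and so adds nothing to a fold change by construction, and these 3 values equal those without that library.

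The number of genes with an unadjusted p under 0.05, 960 with the planned settings, ran from 707 to 1562 across the 3 fits that each left out 1 wild-type library. It was 511 for genes with 5 TPM in 2 libraries, where fewer genes were tested (10182), and 616 after quantile normalization, of which 448 were among the 960. The median log2 fold change of 0.52 ran from 0.36 to 0.71 across the 5 fits that each left out 1 library. It was 0.87 and 0.26 with pseudocounts of 0.1 and 5, which follows from the weight a pseudocount gives to low genes, 0.23 without a filter, 0.55 for genes with 5 TPM in 2 libraries, 0.61 for genes with a mean of 1 TPM, 0.16 after median-ratio scaling, -0.0865 after quantile normalization and 0.44 for rescaled nuclear protein-coding genes.

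The number of lists past the threshold was 1 after quantile normalization (niche retention and homing) and 0 under the other alternatives. List directions relative to other genes reversed as follows, with the cause not tested. After quantile normalization S phase went up and Wnt ligands and receptors went down (adjusted p of 0.939 for both). Without a filter, mesenchymal stromal cells and endothelial cells went down and collagen chains went up (adjusted p of 0.570 for each). With the filter on a mean of 1 TPM, endothelial cells (0.608) and cadherins (0.753) went down. Without wild-type replicate 2, endothelial cells went down (0.897) and G2 and M phase went up (0.497). Without wild-type replicate 3, S phase (0.489) and G2 and M phase (0.855) went up. Across the fits that each left out 1 wild-type library, the adjusted p ran from 0.267 to 0.659 for S phase, from 0.349 to 0.855 for G2 and M phase and from 0.299 to 0.897 for endothelial cells. Fry, which does not set a list against other genes, gave upward directions for macrophages and osteoclasts (0.941), S phase (0.735), G2 and M phase (0.472) and collagen chains (0.172).

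Among the named genes, 29 values changed sign and 314 kept their direction and their side of the threshold, and 7 that come from fits without a test moved by more than the standard error. With array weights Tnfrsf11a was 0.22 and Hlf -0.0569. After median-ratio scaling Slamf1 was -0.23 and Hlf -0.41. After quantile normalization Slamf1 was -0.0570, Hlf -0.20, Kdm5d -0.68 and Uty -0.12. With the name series as a block Mecom was 0.0866, Xist 0.39 and Uty -0.32. With rescaled nuclear protein-coding genes Hlf was -0.0806. Across the fits that each left out 1 library the log2 fold change ran from -0.32 to 0.58 for Tnfrsf11a, from -0.67 to 0.40 for Cxcr4, from -1.41 to 0.27 for Ly6a, from -0.00714 to 0.64 for Slamf1, from -1.47 to 0.93 for Mecom, from -0.23 to 0.68 for Hlf, from -2.37 to 1.86 for Xist and from -0.47 to 2.77 for Uty. These genes changed by less than their standard error with all libraries. Csf1r, Procr, Mki67, Rbm38 and Mrpl42 kept their direction under all alternatives run.

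The correlation between the name series, 0.129, was 0.0864 for genes with a mean of 1 TPM and 0.212 for genes with a mean of 50 TPM, and from 0.0782 to 0.132 when wild-type replicate 2 or 3 was left out. The counts of genes on in a group and off in the other were 53 and 2 when on meant 5 TPM and 521 and 14 when off meant below 0.5 TPM, against 239 and 5, and move with the limit by construction. The average library correlations with a pseudocount of 0.1 were 0.699 within a name series and 0.543 within a genotype. Genes above 0 TPM numbered 20208, 14766 and 16961 in the wild-type and 19416 and 26267 in the RankCre-ki libraries, so RankCre-ki replicate 1 no longer lay above wild-type replicate 1. At 5 TPM RankCre-ki replicate 2 had 10428. The 100 highest genes held 49.7%, 48.9%, 41.7%, 37.8% and 43.2% in the same order, and RankCre-ki replicate 2 then lay above wild-type replicate 3. The study states an average depth that it aimed at, but the depth reached by each library is not known. A gene listed at 0 may thus have been missed rather than silent, which limits the counts of 239 and 521 genes.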

Other observations

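All tests below were chosen after the result was seen, except the share of receptor genes detected in name series 1 and the list of further stress genes. Before the former was chosen, values of 1 receptor gene had been seen.

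The number of genes past the threshold was 0 in each direction. That is lower than the values quoted from the study above. The test here differs from that of the study in its input, TPM in place of fragment counts, and in its model, and the counts were not analysed here.

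The upward shift of most tested genes in the libraries labelled RankCre-ki was set against technical explanations. A larger share of genomic DNA reads in these libraries was tested with 1978 olfactory and vomeronasal receptor genes, which blood cells are not known to use. Within both name series more of them were detected in the RankCre-ki library. Their mean level in RankCre-ki replicate 1, 0.0453 TPM, lay between the 0.0247 and 0.0588 TPM of wild-type replicates 2 and 3, and in RankCre-ki replicate 2 it was 0.786 TPM, above the 0.550 TPM of wild-type replicate 1. The tested genes rose by more than such a background holds. Their median rise was 2.49 and 0.503 TPM from wild-type replicates 2 and 3 to RankCre-ki replicate 1, and 2.32 TPM from wild-type replicate 1 to RankCre-ki replicate 2, which argues against genomic DNA as the whole cause. A larger part of the fixed total taken by mitochondrial and short non-coding transcripts in the wild-type libraries is argued against as the whole cause, since the median log2 fold change of nuclear protein-coding genes with at least 2 exons was still 0.44 after rescaling, against a spread of 0.17 between the RankCre-ki libraries. Loss of rarer transcripts from the wild-type libraries stays open. The share of genes that were higher in the RankCre-ki libraries fell with the mean level, from 78.6% of the 4644 genes under 5 TPM to 74.6% of the 4404 genes from 5 to 20 TPM, 69.0% of the 3568 genes from 20 to 100 TPM and 52.0% of the 1365 genes of at least 100 TPM. The median log2 fold changes in the same order were 0.53, 0.76, 0.48 and 0.03, so the shift was not limited to the rarest genes and was near 0 only from 100 TPM. A difference of capture, amplification or depth between libraries may underlie part of the shift. A difference in RNA content or in rare transcripts between the genotypes would also give it and was not tested.

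The 239 genes on in both RankCre-ki libraries and at 0 in the others were compared with the number expected if each library detected rare genes at its own rate regardless of group. Genes found in a single library numbered 394, 105 and 199 in the wild-type and 452 and 1893 in the RankCre-ki libraries. Shared out in proportion to the products of these numbers, the genes found in exactly 2 libraries in this way would give 267 for the RankCre-ki pair. This number takes no account of the name series. All 4 pairs from the same series had more genes than expected in this way, by a ratio of 1.24 to 3.21, and all 6 pairs from different series had fewer, by a ratio of 0.327 to 0.896. The RankCre-ki pair, whose libraries come from different series, had the highest ratio of those 6, and the highest among the other 5 was 0.738, for wild-type replicate 1 with RankCre-ki replicate 1. Shared out among the pairs from different series only, the expected number for the RankCre-ki pair was 192, below the observed 239. Since the ratios of 6 pairs scatter this widely, detection at each library's own rate and an excess tied to the genotype cannot be told apart.

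For the genes with an unadjusted p under 0.05 between the genotypes, 3 of the 10 ways to take 2 of the 5 libraries gave at least 960. The other ways were the name series, with 2597 genes, and wild-type replicates 1 and 2 against the rest, with 1347. With 10 ways the share cannot fall below 0.1, so a genotype difference and an accidental grouping of libraries cannot be told apart by this count. With the name series as a block the number was 1409.

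The split by name series was the only one of the 10 with more than 3 genes past the threshold. It gave 688 genes, of which 633 were higher in series 1, at a smallest adjusted p of 0.0561. Of the 686 located genes 9.04% lay on the X or Y chromosome, so most called genes lay elsewhere. On the Y chromosome 47 of the 72 tested genes were called. The location of genes cannot exclude sex as the cause, since sex splits the libraries as the name series does. Reads from genomic DNA in series 1 stay open as a candidate explanation. Receptor genes were detected at 38.5% (Wilson 95% interval 36.4% to 40.7%) and 52.1% (49.9% to 54.3%) in the libraries of series 1, and at 20.5%, 22.7% and 27.8% in those of series 2. Their mean level was 0.550 and 0.786 TPM in series 1 and at most 0.0588 TPM in series 2. The intervals treat receptor genes as independent, which members of a family that share fragments are not. The genes that were higher in series 1 had a median exonic length of 1375 nt, against 3744 nt for all tested genes, and 32.1% of the called genes were protein-coding, against 79.1%. Their median level, 9.65 and 9.20 TPM in the series 1 libraries, is far above the mean of the receptor genes, so an even background of that size would not account for them. When nuclear protein-coding genes with at least 2 exons were rescaled and tested alone, 0 genes passed, at a smallest adjusted p of 0.148, and 1494 had an unadjusted p under 0.05. In the fit of all genes 204 of the 688 called genes were of this kind, so the series difference is not absent from them. The name series and, as inferred, the tagmentation kit hold the same libraries and cannot be told apart. The same holds, for all called genes, for the series and the sex read from the transcripts.

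The Y-linked transcripts of RankCre-ki replicate 2, which is labelled female, were set against mixing of RNA and against a wrong record. Mixing of RNA from a male library into a female library is argued against, because Xist was at 0.0229 TPM in this library, near the 0.0273 TPM of the male wild-type replicate 1 and far below the lowest level among the female libraries, 5.16 TPM. Eif2s3y was at 62.5 TPM, above the 41.6 TPM of the male library. A wrong sex in the label, or a library from another animal than recorded, is consistent with both values, and they do not separate these possibilities. The genotype label of this library was not tested, since the engineered alleles cannot be read from gene-level TPM.

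Immediate early genes attracted attention among the genes with small p values. Of 9 such genes looked at, 8 were higher in the RankCre-ki libraries, against 72.3% of all tested genes. Without overlap between the groups 6 of the 9 were higher, as were 18.8% of all tested genes. These shares were partly set by the choice of genes with small p values and are no test. The median log2 fold change of the 9 genes was 1.31. The largest was Junb, at 3.26 with an adjusted p of 0.521. A wider immediate early and stress response, such as dissociation or sorting could bring, was tested on further genes written down before they were looked at. For the 35 of these that were tested the median was 0.45, against 0.52 for all genes, and the camera p was 0.950. In series 1 their median was 0.19, below the 0.53 of all genes, and in series 2 it was 0.55, above 0.40. Of the 35 genes 24 were higher, the fry p was 0.0705, and after quantile normalization the median was 0.08 against -0.09 for all genes. These values neither show a wider response nor exclude it, since the genes went both ways around the median of all genes. A change of a few genes, or their selection for small p values, stays open too.

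Csf1r was higher in the libraries labelled RankCre-ki, although these animals carry a null allele. Macrophages that express C1q, carried along in the sort, may bring Csf1r. In RankCre-ki replicate 1 the C1qa, C1qb and C1qc genes together were at 5.65 TPM, below the 17.5 TPM of Csf1r, in RankCre-ki replicate 2 they were at 0.0356 TPM against 6.46 TPM, and the highest value, 11.8 TPM, was in wild-type replicate 2, where Csf1r was listed at 0. This argues against such cells. Other Csf1r-expressing cells without C1q, transcription of the null allele and a change within HSCs were not tested. The fold change rests on low values, and a gene at this level passed the threshold under none of the alternatives, with an adjusted p of 0.706.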
